# Experimental DNA Demethylation Associates with Changes in Growth and Gene Expression of Oak Tree Seedlings

**DOI:** 10.1534/g3.119.400770

**Published:** 2020-01-15

**Authors:** Luke Browne, Alayna Mead, Courtney Horn, Kevin Chang, Zeynep A. Celikkol, Claudia L. Henriquez, Feiyang Ma, Eric Beraut, Rachel S. Meyer, Victoria L. Sork

**Keywords:** DNA methylation, *Quercus lobata*, 5-Azacytidine, leaf morphology, gene expression

## Abstract

Epigenetic modifications such as DNA methylation, where methyl groups are added to cytosine base pairs, have the potential to impact phenotypic variation and gene expression, and could influence plant response to changing environments. One way to test this impact is through the application of chemical demethylation agents, such as 5-Azacytidine, which inhibit DNA methylation and lead to a partial reduction in DNA methylation across the genome. In this study, we treated 5-month-old seedlings of the tree, *Quercus lobata*, with foliar application of 5-Azacytidine to test whether a reduction in genome-wide methylation would cause differential gene expression and change phenotypic development. First, we demonstrate that demethylation treatment led to 3–6% absolute reductions and 6.7–43.2% relative reductions in genome-wide methylation across CG, CHG, and CHH sequence contexts, with CHH showing the strongest relative reduction. Seedlings treated with 5-Azacytidine showed a substantial reduction in new growth, which was less than half that of control seedlings. We tested whether this result could be due to impact of the treatment on the soil microbiome and found minimal differences in the soil microbiome between two groups, although with limited sample size. We found no significant differences in leaf fluctuating asymmetry (*i.e.*, deviations from bilateral symmetry), which has been found in other studies. Nonetheless, treated seedlings showed differential expression of a total of 23 genes. Overall, this study provides initial evidence that DNA methylation is involved in gene expression and phenotypic variation in seedlings and suggests that removal of DNA methylation affects plant development.

Epigenetic processes, such as DNA methylation or histone modifications, have been well studied for their role in gene expression, cell development, and transposon silencing (Law and Jacobsen 2010; Lisch 2009; Schmitz *et al.* 2011; Dowen *et al.* 2012). Recently, epigenetic modifications have garnered interest from ecologists and evolutionary biologists for their potential role in plant response to the environment (Bossdorf *et al.* 2008; Richards *et al.* 2017; Robertson and Wolf 2012; Verhoeven *et al.* 2016). Epigenetic modifications are a potential mechanism for long-lived species like trees to cope with rapidly changing environmental conditions within their lifespan (Balao *et al.* 2018; Bräutigam *et al.* 2013). Indeed, variation in DNA methylation, one of the most well-studied epigenetic modifications, has been shown to be associated with ecologically and evolutionarily important phenotypic traits like flowering time and growth in short-lived species (Bossdorf *et al.* 2010; Cortijo *et al.* 2014; Finnegan *et al.* 1996; Herman and Sultan 2016; Johannes *et al.* 2009; Zhang *et al.* 2013), although much less is known for tree species (but see Bräutigam *et al.* 2013). The few studies that have focused on trees have found associations between DNA methylation and climate gradients in natural populations of oaks (*Quercus lobata*) (Gugger *et al.* 2016), between temperature and embryogenesis, possibly through epigenetic regulation in Norway Spruce (*Picea abies*) (Yakovlev *et al.* 2011), and epigenetic responses of poplar (*Populus trichocarpa*) to drought stress (Liang *et al.* 2014). These studies suggest that epigenetic variation affects phenotype, but we still lack an understanding of the associations between epigenetic variation, gene expression, and phenotypic traits in trees (Bräutigam *et al.* 2013), which are among the most ecologically and economically important plant taxa (Brockerhoff *et al.* 2017).

The overall role of DNA methylation in gene regulation and phenotypic variation remains enigmatic (Niederhuth and Schmitz 2017). Among the most well-studied epigenetic modifications is cytosine DNA methylation (Richards *et al.* 2010; Verhoeven *et al.* 2010; Verhoeven *et al.* 2016), where cytosine bases are methylated in CG, CHG, or CHH sequence contexts (H = A, T, or C) through distinct molecular pathways (Finnegan *et al.* 1996; Law and Jacobsen 2010). Importantly, the effects of DNA methylation on gene expression and phenotypic traits depend on both the sequence context and genomic location (*e.g.*, promoter regions or gene bodies, Niederhuth and Schmitz 2017). For example, methylation in the promoter regions of genes in the CHH context is commonly associated with repressed transcription (Liang *et al.* 2014; Secco *et al.* 2015; Vining *et al.* 2012; Zhang *et al.* 2006), and may be associated with silencing of transposable elements. In contrast, CG gene body methylation is most often associated with high transcriptional activity (Dubin *et al.* 2015; Niederhuth and Schmitz 2017; Zilberman *et al.* 2007). However, the loss of CG gene body methylation in *Arabidopsis thaliana* epigenetic recombinant inbred lines does not lead to differences in gene expression (Bewick *et al.* 2016), and studies in poplar (*Populus sp*.) have found both higher (Liang *et al.* 2014) and lower (Vining *et al.* 2012) gene expression levels associated with CG gene body methylation. These findings highlight a critical need to understand how DNA methylation in different sequence contexts, gene expression, and phenotype are linked to elucidate the overall function of DNA methylation in the plant genome and its potential role in plant response to environmental change.

One approach to elucidating the associations between DNA methylation, phenotype, and gene expression is through experimentally demethylating individuals using chemicals that interfere with the methylation process, such as 5-Azacytidine. 5-Azacytidine acts as a non-methylable cytosine analog, incorporating itself into the genome during DNA replication and leading to non-targeted partial demethylation across the genome in all sequence contexts (Chang and Pikaard 2005; Cheng *et al.* 2004; Griffin *et al.* 2016; Pecinka and Liu 2014). In addition, 5-Azacytidine acts to inhibit the action of DNA methyltransferases in the cell (Cheng *et al.* 2004; Christman *et al.* 1983; Creusot *et al.* 1982; Jones 1985), contributing to partial genome-wide demethylation. A reduction in DNA methylation, associated with the application of 5-Azacytidine or other experimental methods, has led to phenotypic changes such as decreased growth, higher mortality, changes in leaf morphology, and altered flowering time (Bossdorf *et al.* 2010; Burn *et al.* 1993; Fieldes and Amyot 2000; Finnegan *et al.* 1996; Vergeer *et al.* 2012). 5-Azacytidine is commonly applied as a solution during seed germination, though reduced vigor and growth is a common side-effect of this treatment (Akimoto *et al.* 2007; Amoah *et al.* 2012; Bossdorf *et al.* 2010), potentially due to limited root development (Kanchanaketu and Hongtrakul 2015; Puy *et al.* 2017). Recently, Puy *et al.* (2017) demonstrated that the foliar application of 5-Azacytidine may minimize these unwanted side effects and provided a method to experimentally demethylate established seedlings after germination has occurred. Additionally, this method is feasible for plants that are not easily germinated on filter paper or in petri dishes (*e.g.*, tree species with large seeds), which expands the opportunities to test the effects of experimental demethylation on phenotypic variation and gene expression in a wider range of plant species. To our knowledge, the foliar application of 5-Azacytidine has not been tested in a woody plant species, nor in individuals older than a few months.

In this study, we tested whether the foliar application of 5-Azacytidine to *Quercus lobata* (valley oak) seedlings is associated with changes in phenotypic variation and gene expression. Valley oak is an ecologically and culturally important woody species endemic to California (Pavlik *et al.* 1991). Variation in DNA methylation across populations of valley oak show signatures of association with adaptation to the environment (Gugger *et al.* 2016; Platt *et al.* 2015). Yet, the question remains whether trends in DNA methylation have any direct association with phenotypic variation and gene expression in this species, or more broadly in other hardwood species. If there is a relationship, we would expect that the foliar application of 5-Azacytidine would lead to an overall reduction in genome-wide DNA methylation across all sequence contexts similar to previous studies (Griffin *et al.* 2016; Puy *et al.* 2017). Furthermore, we would expect that if DNA methylation is mechanistically linked to phenotype and gene expression, then experimental reduction in DNA methylation would lead to phenotypic differences in seedlings, specifically in the amount of total new growth and degree of leaf fluctuating asymmetry, and differential gene expression across treatment and control samples. Because 5-Azacytidine may affect the development and survival of bacteria and fungi (Čihák 1974; Lal *et al.* 1988; Lin *et al.* 2013; Tamame *et al.* 1983), we also compared the soil microbiome of samples treated with 5-Azacytidine *vs.* control samples to assess whether phenotypic or gene expression differences related to the treatment could be explained by indirect effects of 5-Azacytidine on the soil microbiome community.

## Materials and Methods

### Study species

*Quercus lobata Neé* (valley oak) is a foundational oak species endemic to California woodlands and savannas with high cultural and ecological importance (Anderson 2007; Pavlik *et al.* 1991). The species ranges from 0-1,700 m in elevation (Griffin and Critchfield 1972), with populations spanning a large latitudinal gradient across California (Figure 1). Because of habitat loss and conversion, the current range of valley oak is highly fragmented, with many populations experiencing sharp declines over the past century (Whipple *et al.* 2011) and are now further threatened by climate change (Kueppers *et al.* 2005; Sork *et al.* 2010). Previous studies on DNA methylation in *Q. lobata* have found significant differentiation across populations, particularly in the CG context (Platt *et al.* 2015) as well as strong associations between DNA methylation and climate variation, with temperature and CG methylation showing the strongest associations (Gugger *et al.* 2016).

**Figure 1:**
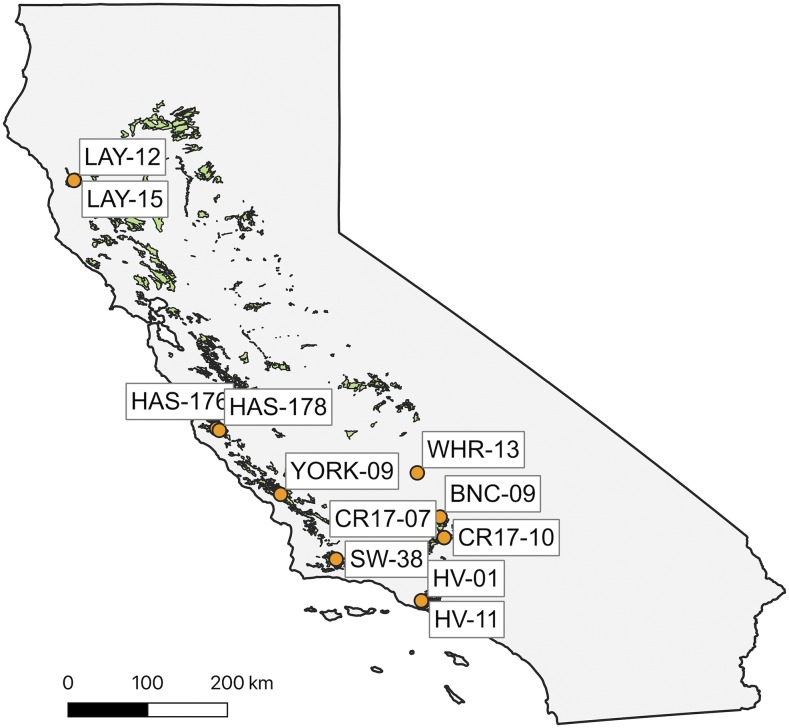
Map of California showing locations of sampled *Quercus lobata* (valley oak) populations (orange circles) with corresponding labels. Contemporary species range of *Quercus lobata* is shaded in green.

### Acorn collection and planting

From October-November 2017, we collected open-pollinated acorns of *Quercus lobata* from 8 localities across California: Bakersfield National Cemetery (BNC), Cordon Ridge (CR), Hastings Reserve (HAS), Hidden Valley (HV), Laytonville (LAY), Sedgwick Reserve (SW), White River (WR), York Mountain Road (YORK) (Figure 1, Table S1). We collected a total of 12 families (each corresponding to an individual maternal tree) across the 8 localities, with 2 families in each of Laytonville, Hastings Reserve, and Cordon Ridge, and one tree each from the remaining localities. Because valley oak has extensive wind-pollination, we assume each family of acorns consists of primarily half-siblings, with occasional full siblings possible (Grivet *et al.* 2009). We planted the acorns in the UCLA Plant Growth Center on December 20, 2017 in Stuewe & Sons D40 6.9 cm × 25.4 cm Deepot containers using homogenized and autoclaved soil. Seedlings were watered as needed and periodically sprayed with fungicide to control powdery mildew.

### Application of 5-Azacytidine

We began the experiment on May 18, 2018, when seedlings were approximately 5 months old. Because we expected to observe the greatest effect of demethylation on young developing tissue and to ensure that our treatment and control samples were at a similar developmental stage, we pruned all seedlings in the experiment to 10 cm in height. Valley oak seedlings readily re-sprout when pruned, which allowed us to test the effect of experimental demethylation on emerging leaves. We designated three randomly chosen seedlings from each family to receive either the 5-Azacytidine treatment or a control spray, for a total of 72 seedlings in the experiment (n = 36 treatment, n = 36 control). We placed seedlings in a growth chamber at 25° on a 12-hour light/dark cycle and watered as needed, separating the treatment and control samples to minimize cross-contamination. Seedlings were sprayed for a total of 27 days (May 18, 2018 to June 13, 2018). The 5-Azacytidine treatment consisted of daily spraying of a solution of 50 µM 5-Azacytidine in 1.5% TWEEN20 (*i.e.*, a surfactant used to help increase the efficiency of 5-Azacytidine) (Puy *et al.* 2017). The control seedlings were sprayed on the same schedule with a solution of 1.5% TWEEN20. Prior to the experiment we tested for toxicity across different concentrations of TWEEN20 (0.5%, 1.0%, and 1.5%) on a separate set of seedlings and observed no visible differences in leaves after one week for any of the three concentrations. However, during the experiment, after two weeks, signs of surfactant induced leaf damage was observed in both treated and control samples and the concentration of TWEEN20 was reduced to 1% for the remainder of the experiment. We concluded the experiment on June 14, 2018 when we measured phenotypes of the treated and control seedlings and collected tissue for RNA-seq and whole-genome bisulfite sequencing. We flash froze collected tissue in liquid nitrogen, then transported the tissue to the lab on dry ice and stored in the -80° freezer until the day of extractions.

### Phenotypic measurements

At the end of the experiment (June 14, 2018), we measured the total amount of new vegetative growth and fluctuating asymmetry of leaves from treated and control seedlings. We defined total new growth as the summed length in centimeters of all newly developed shoots following pruning at the start of the experiment. Because all seedlings were pruned to 10 cm prior to the start of the experiment, new shoots were easily identified. We obtained phenotypic measurements of growth of 63 seedlings (n = 32 treatment, n = 31 control, Table S1). We used an ANOVA to test for differences of total new growth between treated and control samples, while including family as a fixed effect in R 3.5.1 (R Core Team 2018).

To measure leaf fluctuating asymmetry (*i.e.*, deviations from bilateral symmetry), we collected on average 3.3 leaves from 67 individuals (range: 1 – 6 leaves per individual, 219 leaves total, Table S1). We cut each leaf along the midrib and measured the leaf area of each leaf half with the image processing program ImageJ (Rueden *et al.* 2017) after scanning on a flat-bed scanner. Following Palmer and Strobeck (1986), we measured fluctuating asymmetry of leaves using two indices. The first index (FA_1_) for an individual *i* measures the absolute value of the difference in area between the right (R_i_) and left (L_i_) half of each leaf, average across *N* leaf measurements:

$$FA_{1}=\;\frac{\sum^{\text{​}}|R_{i}-\;L_{i}|}{N}$$

The second index is similar, though it scales the index by leaf size:

$$FA_{2}=\;\frac{\sum^{\text{​}}\frac{\left|R_{i}-\;L_{i}\right|}{(R_{i}+\;L_{i})/2}}{N}$$

We used an ANOVA to test for differences in leaf fluctuating asymmetry between treated and control samples, while including family as a fixed effect in R 3.5.1 (R Core Team 2018).

### Whole Genome Bisulfite Sequencing (WGBS)

To ensure that our plants were demethylated and to quantify the effect of 5-Azacytidine treatment on genome-wide methylation levels, we performed low coverage Whole Genome Bisulfite Sequencing on a subset of four seedlings – two half-siblings, one control and one treated, from two families (HV-11-5, HV-11-33, and LAY-15-30, LAY-15-34, n = 2 treatment, n = 2 control, Table S1).We extracted total genomic DNA from frozen leaf tissue from these seedlings on June 18, 2018 using a prewash method (Li *et al.* 2007) followed by a modified CTAB protocol (Doyle and Doyle 1987). The four seedlings were chosen based on the most notable phenotypic differences between treatment and control seedlings in each family (Figure S1). Plants were frozen in liquid nitrogen and ground using a Mixer Mill MM301 (Retsch, Germany). The prewash method was repeated up to 3x until a clear supernatant was achieved. The resultant pellet was then used in a modified CTAB protocol in which the chloroform-isoamyl (24:1) step was repeated twice. DNA was quantified using the Qubit dsDNA BR Assay Kit on the Qubit 3.0 Fluorometer (Life Technologies, Carlsbad, CA).

Total genomic DNA at a concentration of 500 ng in 60uL was sonicated using an S2 Focused-ultrasonicator (Covaris, Woburn, MA, USA) for 60 sec to obtain fragments in the 200-300 bp range (Duty cycle: 10%, intensity: 5, cycles/burst: 200, Mode: Frequency sweeping). Kapa DNA hyper kit (Kapa Biosystems, Inc., MA, USA) was used to repair the ends of the DNA fragments and to ligate the DNA fragments with Illumina TruSeq DNA LT Nano adapters. Subsequently, the adapter ligated DNA was treated with the Epitect bisulfite kit (Qiagen, Hilden, Germany). Finally, bisulfite treated DNA was PCR amplified once with MyTaq DNA polymerase (Bioline, MA, USA) at 15 cycles. WGBS libraries were pooled and sequenced on an Illumina HiSeq 4000 machine. The reads were aligned to v3.0 of the *Quercus lobata* genome (Sork *et al.* 2016 (https://valleyoak.ucla.edu/genomic-resources/)) using BSseeker2 (Guo *et al.* 2013) and bowtie with default parameters (Table S2). After alignment, BSseeker2 was used again to call methylation with default parameters. CgmapTools (Guo *et al.* 2018) were then used to analyze the methylation levels for each sample.

### RNAseq Library preparation and sequencing

We performed RNA sequencing on leaf tissue in a subset of seedlings to test whether the demethylation treatment altered gene expression. Total RNA was extracted from the frozen leaf tissue of two control and two treated half-siblings from each of three families (HV-11, LAY-15, and YORK-09, Table S1), which were selected due to the large phenotypic differences observed between control and treated plants. In total, we sequenced RNA from 12 seedlings (n = 6 treatment, n = 6 control). Three separate RNA extractions were performed on different days between October 16-30, 2018 using a modified version of the Conifer RNA prep protocol from the Cronn Lab and the Spectrum Plant Total RNA kit (Sigma, St. Louis, MO, USA). Leaf tissues were flash frozen in liquid nitrogen and ground using a Mixer Mill MM301 (Retsch, Germany). Powdered tissues were transferred to cold 2mL tubes and 1.8 mL of cold RNA Extraction Buffer + DTT was added. RNA Extraction Buffer consists of 8 M Urea, 3 M LiCl, 1% polyvinylpyrrolidone K-60, 5 mM DTT (added just before use, 1M stock). The tubes were then vortexed for 30 sec, incubated at 4° for 30 min, then centrifuged at 4° for 30 min at 20,000 r*cf*. The supernatant was discarded and the pellet was used as the starting material for the Spectrum Plant Total RNA kit, protocol A, adding 750uL of Binding Solution, and performing on-column DNase I digestion. RNA quality and quantity were assessed using the Agilent RNA ScreenTape System on the Agilent 2200 TapeStation system (Agilent Technologies, Santa Clara, CA, USA).

RNAseq libraries were constructed on November 14, 2018 using the TruSeq RNA Library Prep Kit v2 (Illumina, San Diego, CA, USA) following the Low Sample (LS) Protocol in the TruSeq RNA Sample Preparation v2 Guide. Briefly, mRNA was purified and fragmented from total RNA at a concentration of 1 µg in 50 µL using poly-T oligo-attached magnetic beads. First strand and second strand cDNA synthesis, end repair, dA-tailing, ligation, purification, and enrichment steps were performed following the manufacturer’s instructions. Libraries were analyzed using the Agilent D1000 Screen Tape System on the Agilent 2200 TapeStation (Agilent Technologies, Santa Clara, CA, USA). Libraries were quantified using the Qubit dsDNA BR Assay Kit on the Qubit 3.0 Fluorometer (Life Technologies, Carlsbad, CA). Libraries were pooled and sequenced on the Illumina HiSeq 4000 sequencer using paired-end 100 bp reads.

### RNAseq data processing

Raw sequenced reads were converted from qseq to fastq format, reads failing the Illumina quality filter were removed, and reads were demultiplexed using custom scripts (available at github.com/alaynamead/RNAseq_scripts). Sample quality was checked using FastQC 0.11.8 (Andrews 2010). Cutadapt 2.3 (Martin 2011) was used to trim adapters and low quality ends (using a cutoff quality score of 27) and reads shorter than 30 bp after trimming were removed. Reads were aligned to v3.0 of the *Quercus lobata* genome using STAR 2.7.1 (Dobin *et al.* 2013). Reads which mapped to multiple locations within the genome (quality score < 255) were removed using Samtools 1.9 (Li *et al.* 2009). The Picard 2.20.3 MarkDuplicates function (Broad Institute 2019) was used to identify duplicate reads, and the sequencing-platform artifact duplicates were removed. The number of reads mapping to each gene was obtained using the HTSeq 0.11.1 htseq-count function (Anders *et al.* 2015).

### Differential expression analysis

Genes that were differentially expressed between demethylated and control seedlings were identified using the R package DESeq2 (Love *et al.* 2014). Before analysis, lowly expressed genes were removed using the filterByExpr function from the edgeR package (McCarthy *et al.* 2012) to keep only genes having a count-per-million above 15 across all samples and above 10 in at least two samples (in order to avoid removing genes that were expressed in only one treatment/family group). 

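The deposited table gives read counts for 39373 genes. No read was counted in any seedling for 5962 of these genes, and 33411 genes had at least 1 count. The filterByExpr function, run with its arguments for the minimum count set to 10 and for the minimum total count set to 15 over the groups of family by treatment, kept 23791 genes. A literal reading of the criteria, with CPM summed over all seedlings above 15 and CPM above 10 in at least 2 seedlings, kept 14552 genes.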

After filtering, 23,487 genes remained and were used for differential expression analysis. We identified genes that were differentially expressed in seedlings treated with 5-Azacytidine *vs.* control using the model “expression ∼ treatment + RNA extraction date” in order to control for potential batch effects from three sets of RNA extractions. We also tested whether treatment altered gene expression for each family separately.

We adjusted P-values using the Benjamini-Hochberg correction and considered genes with an adjusted p-value < 0.05 to be differentially expressed. Raw gene counts were normalized for visualization using DESeq2’s varianceStabilizingTransformation function, which transforms counts to continuous values and normalizes gene expression based on library size and gene variance. PCAs on the transformed gene expression values were used to visualize sample clustering using R’s prcomp function. The R package GOseq (Young *et al.* 2010) was used to identify gene ontology terms that were enriched in the upregulated or downregulated genes for each model tested.

### Soil microbiome sampling

At the end of the experiment, we collected a 2mL sample of topsoil from a total of 12 seedlings (n = 6 treatment, n = 6 control, Table S1). The soil was vortexed to mix it and 0.25g of soil was used for DNA extraction with the DNEasy PowerSoil Kit. DNA was used in multilocus metabarcoding for two loci: 16S targeting bacteria and archaea and Fungal ITS targeting fungi. Primer sequences were as follows. 16S 515f: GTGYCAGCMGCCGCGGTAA, 806r: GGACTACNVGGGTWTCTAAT (Caporaso *et al.* 2012). Fungal ITS 5F: GGAAGTAAAAGTCGTAACAAGG, 5.8SR: CAAGAGATCCGTTGTTGAAAGTT (Epp *et al.* 2012). This first PCR was performed using a 15uL reaction mixture containing 7.5 uL QIAGEN Multiplex Plus Taq PCR 2x Master Mix, 3nM of each primer, and 2uL of DNA template. The first PCR was done in triplicate with the above primers containing Illumina (San Diego, CA) Nextera adaptor sequences in the 5′ primer sequence, then products were confirmed by gel electrophoresis, cleaned using Sera-Mag Serapure beads (Sigma-Aldrich, Darmstadt, Germany), quantified using the Qubit DNA BR Assay (Thermo Fisher, Walthamm, MA) and pooled at equimolar levels by sample. Illumina Nextera indices were added through an additional indexing PCR done with Kapa HiFi HotStart Ready Mix (Roche, Indianapolis, IN, USA) according to manufacturer’s guidelines. Indexed samples were confirmed by gel electrophoresis, cleaned, quantified, and pooled as described in the first PCR, except samples were pooled together rather than primers.

DNA libraries were sequenced on an Illumina MiSeq with reagent kit S3 for 600 cycle (2 × 300bp reads) aiming for 25,000 reads in each direction per locus. Fastq libraries were analyzed using the default settings of the Anacapa Toolkit (Curd *et al.* 2019) and filtered conservatively to remove any taxa in DNA or PCR controls at >2 reads. Conservative filtering was used rather than model-based filtering because the small sample size would have low power in models. For the ITS results, only two taxa were removed, both from the genus *Ramularia* that were present in only two total reads across the 12 samples. For the 16S results, 21 taxa were removed, 10 of which were only present in the negative control, and 8 of which were ubiquitously present in samples.

The decontaminated results, as reads per sample per taxon lists and sample metadata of parent provenance, treatment, and planter, were converted to PhyloSeq objects using ranacapa (Kandlikar *et al.* 2018), analyzed using PhyloSeq (McMurdie and Holmes 2013) and vegan (Oksanen *et al.* 2015) in R. Samples were rarified to even depth using the PhyloSeq function “rarefy_even_depth” that removed 150 taxa leaving 1070 taxa in the 16S results and that removed 50 taxa leaving 220 taxa in the ITS results set. Alpha Diversity was calculated using observed richness, Shannon, Simpson, and Chao1 indices. Analysis of Similarity ANOSIM analysis with 999 free permutations was used to examine whether there were significant differences community composition using the Bray-Curtis, Jaccard, and Chao estimators across treatment *vs.* control groups, by planter, and locality.

### Data availability

Raw bisulfite sequencing reads are available in the NCBI SRA under accession number PRJNA575572. DNA methylation levels by sample and chromosome and phenotypic data on total new growth and leaf fluctuating asymmetry are publicly available through a figshare repository (DOI: 10.6084/m9.figshare.9932360). Raw reads and expression levels by gene from the RNA-seq analysis are available on NCBI GEO under accession number GSE138108. Scripts for processing RNA-seq data are available at http://github.com/alaynamead/RNAseq_scripts. Raw sequences from the soil microbiome are available in the NCBI SRA under accession number PRJNA575572 and the complete OTU list is available on a figshare repository (https://doi.org/10.6084/m9.figshare.9932360).

## Results

### Effects of 5-Azacytidine on genome-wide methylation levels

We grew a total of 72 *Q. lobata* wild-collected seedlings from 12 families (Figure 1) in a greenhouse and when the seedlings were approximately 5 months old, we performed daily foliar application of 5-Azacytidine on half the seedings (n = 36 treatment, n = 36 control) for 27 days. At the end of the experiment, we ran low coverage (∼1x) whole genome bisulfite sequencing on the leaf tissue of four seedlings that showed notable phenotypic differences (n = 2 treatment, n = 2 control, Figure S1) and observed a 3–6% reduction in genome-wide methylation levels in leaf tissue of seedlings treated with 5-Azacytidine compared to controls (Figure 2). Methylation in the CG context showed the highest absolute reduction in methylation levels of 6%, while CHG and CHH both showed reductions of 3%. In terms of the relative reductions between treated and control seedlings, CG methylation decreased by 8.2%, CHG by 6.7%, and CHH by 43.1%. The pattern of reduced methylation following treatment with 5-Azacytidine was consistent across the 12 valley oak chromosomes (Figure S2). Read coverage of cytosines across the genome was similar across samples (range: 1.080-1.096x).

**Figure 2:**
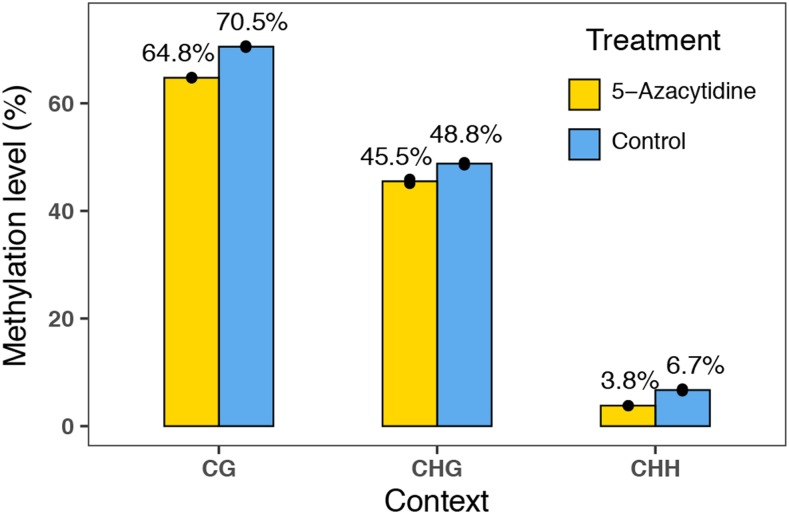
Effect of 5-Azacytidine treatment on genome-wide methylation levels (%) across the three sequence contexts found in two seedlings of *Quercus lobata* per experimental group. Yellow indicates samples treated with the demethylating agent 5-Azacytidine, and blue indicates control samples. Black circles indicate data points for individual samples (n = 2 for each treatment).

### Effects of 5-Azacytidine on phenotypic variation

At the end of the experiment, we measured the total amount of new growth and leaf morphology on treated and control seedlings. Seedlings treated with 5-Azacytidine showed lower amounts of total new growth compared to control seedlings (Figure 3a, F = 41.77, df = 1, *P* = < 0.001). Treated seedlings grew on average 10.9 ± 6.6 cm (mean ± SD) compared to control seedlings 24.1 ± 10.2 cm. Overall total new growth also differed among families (F = 2.68, df = 11, *P* = 0.0087), though the overall pattern of lower growth for treated samples was consistent across 11/12 families (Figure S3).

**Figure 3:**
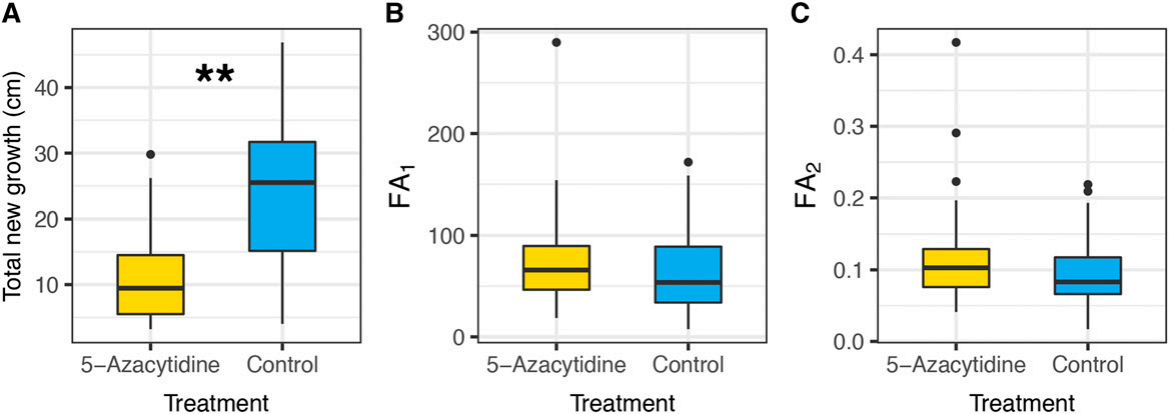
Phenotypic measurements of *Quercus lobata* seedlings for (a) total new growth (F = 41.77, df = 1, *P* = < 0.001), (b) leaf fluctuating asymmetry not scaled by leaf size (FA_1_, F = 1.17, df = 1, *P* = 0.285), and (c) leaf fluctuating asymmetry scaled by leaf size (FA_2_, F = 1.55, df = 1, *P* = 0.219). Total new growth is lower in valley oak seedlings treated with demethylating agent 5-Azacytidine compared to control seedlings (indicated by **), while there were no statistically significant differences in either index of fluctuating asymmetry.

Seedlings treated with 5-Azacytidine did not show statistically significant differences in leaf fluctuating asymmetry (Figure 3b FA_1_: F = 1.17, df = 1, *P* = 0.285; Figure 3c FA_2_: F = 1.55, df = 1, *P* = 0.219). Fluctuating asymmetry showed statistically significant differences among families for the first index (FA_1_) that does not scale by leaf size (Figure S4, F = 2.03, df = 11, *P* = 0.043) but not the second index of fluctuating asymmetry (FA_2_) that scales by leaf size (Figure S4, F = 1.60, df = 11, *P* = 0.124).

### Effects of 5-Azacytidine on gene expression

We collected leaf tissue at the end of the experiment from 12 seedlings (n = 6 treatment, n = 6 control) for RNA-seq analysis. 

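Leaf RNA was sequenced from 2 control and 2 treated seedlings of each of 3 maternal families, HV-11, LAY-15 and YORK-09. The treated seedlings had been sprayed daily for 27 days with 50 µM 5-Azacytidine, a cytosine analog that blocks the copying of methyl marks onto new DNA, and the controls with the surfactant solution alone. RNA was extracted on days 16, 19 and 30 of October 2018. Each family was extracted on 2 of these days, with 1 control and 1 treated seedling on each day, so that the 12 seedlings form 6 pairs that share a family and an extraction day. Only YORK-09 was extracted on day 16. The authors trimmed and aligned the reads, removed reads that mapped to several places and platform duplicates, and deposited the remaining reads counted on each gene, without normalization. The paper's text does not name the strand setting of that count, so values of overlapping and antisense genes are uncertain. Those of genes with near-identical copies are uncertain too, since reads that mapped to several places were removed.

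Between 9926728 and 11570198 reads per seedling were counted on genes, with a median of 10821298 in control and 10856353.5 in treated seedlings. Between 25687 and 27483 genes per seedling had at least 1 count, and the 10 most counted genes of a seedling held 5.27% to 11.7% of its counts. Counts were normalized by edgeR's TMM method, with factors from 0.879 to 1.18, and are given as CPM. Treatment was tested with edgeR's quasi-likelihood test, and p-values were adjusted over the filtered genes by the Benjamini-Hochberg method. Where every seedling of a treatment had 3 counts or fewer, the fold change is given as a lower bound computed against 3 counts. Such bounds rest on this fixed floor, so they do not fully cover counting error where counts came near 3. Neither these bounds nor the confidence intervals of shares cover variation between seedlings. The deposited identifiers are not paired with gene names, and 0 of them matched the RefSeq gene table of the species, so genes are given by identifier.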

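With RNA extraction day as a covariate, edgeR's quasi-likelihood test gave 0 genes with an adjusted p-value under 0.05 between treated and control seedlings, and 666 genes (2.80% of those tested) with an unadjusted p-value under 0.05. The smallest adjusted p-value from edgeR was 0.776, and it lay between 0.194 and 1.00 over 20 alternative edgeR fits, each of which also called 0 genes. Among seedlings extracted on day 19 alone and on day 30 alone, edgeR called 0 genes, with 736 and 1068 genes at an unadjusted p-value under 0.05, and day 16 holds 1 seedling per treatment and gives no test. DESeq2, the tool the methods name, called 23 genes with the same model, 17 higher and 6 lower in treated seedlings. Its count rose to 61 with the 6 pairs as a block in place of extraction day, the alternative set before the data were examined that moved it most. In DESeq2 fits chosen after seeing the data that each left out 1 seedling, the count lay between 13, without LAY-15-09, and 61, without YORK-09-03 or without YORK-09-08. Day 16 holds only YORK-09-03 and YORK-09-08, so leaving out either leaves the other alone on its day. With extraction day in the model, both fits thus in effect left out the whole pair.

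The 2 genes that rose and the 2 that fell with the smallest p-values from edgeR were each called by DESeq2, and each changed in the same direction in 6 of 6 pairs. These genes were chosen for their change in these seedlings, so the agreement over pairs is not independent evidence. QL03p065914 had 40.6 ± 19.4 CPM (mean ± SD, n = 6) in treated and 14.4 ± 6.51 CPM (n = 6) in control seedlings, and the lowest treated seedling, at 21.1 CPM, was under the highest control, at 23.6 CPM. Its log2 fold change was 1.50 (approximate standard error 0.22, adjusted p = 0.776 from edgeR). DESeq2 gave QL03p065914 an adjusted p of 2.30e-07, and between 5.51e-13 and 0.112 over its other models and the fits without 1 seedling. Its log2 fold change was 1.66 in HV-11, 1.65 in LAY-15 and 1.17 in YORK-09. QL02p000175 had at most 1 count in each control seedling and 6 to 157 counts in each treated seedling. This corresponds to 8.52 ± 6.20 CPM (SD, n = 6) in treated seedlings, at least 30.8-fold higher than in controls (adjusted p = 0.776 from edgeR). The size of this bound rests on HV-11 and LAY-15, whose treated seedlings had 109 to 157 counts of QL02p000175, while the treated YORK-09 seedlings had 11 and 6 counts (0.906 and 0.571 CPM). With DESeq2 its adjusted p was 2.17e-07, and it lay between 1.20e-11 and 1.91e-05 over the same set of fits.

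QL02p004922 had 6.04 ± 2.08 CPM (SD, n = 6) in treated and 13.9 ± 2.24 CPM (n = 6) in control seedlings, a log2 fold change of -1.23 (approximate standard error 0.23, adjusted p = 1.00 from edgeR). The treated seedling LAY-15-34 stood apart at 10.2 CPM, with the next treated seedling at 5.87 CPM. DESeq2 gave QL02p004922 an adjusted p of 2.80e-04, and between 3.77e-09 and 0.00502 over its other models and the fits without 1 seedling. QL05p073148 was counted 11 to 17 times in each treated and 25 to 54 times in each control seedling, or 1.42 ± 0.224 CPM (SD, n = 6) against 3.67 ± 1.06 CPM (n = 6). Its log2 fold change was -1.35 (approximate standard error 0.31, adjusted p = 1.00 from edgeR). The adjusted p of QL05p073148 from DESeq2 was 0.0160, and lay between 0.00547 and 0.0762 over those fits. It was over 0.05 with the pairs as a block and without HV-11-05, HV-11-33, LAY-15-09, YORK-09-10 or YORK-09-37.

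**Figure D1:**
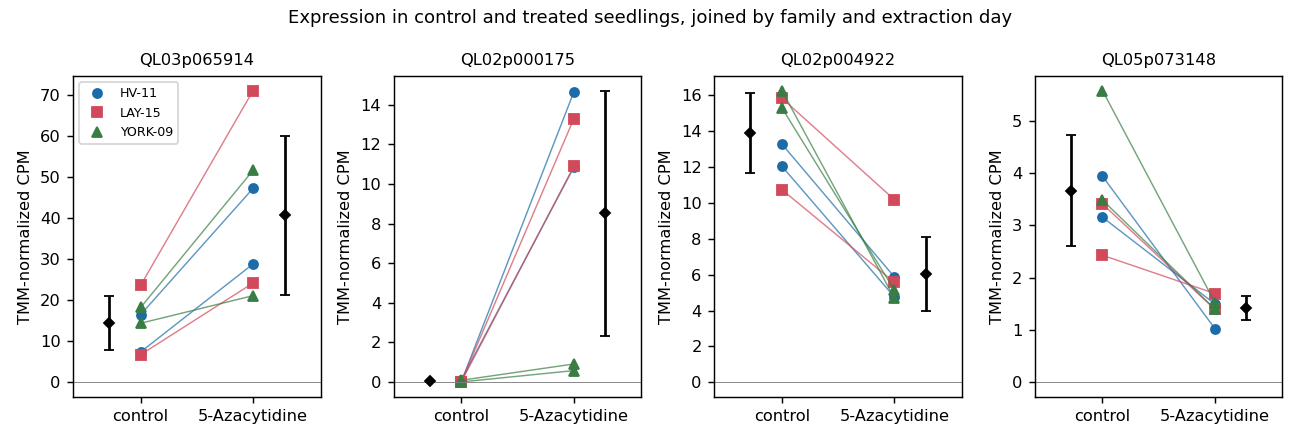
TMM-normalized CPM of QL03p065914, QL02p000175, QL02p004922 and QL05p073148 in each seedling, with lines joining the control and the treated seedling of a family extracted on the same day. Black diamonds and bars give the mean and SD of 6 seedlings, and all 6 lines rise in the first and second panels and fall in the others.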

We found that a total of 23 genes were differentially expressed in demethylated seedlings, 17 of which were upregulated and 6 downregulated (Figure 4). 

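The variation in expression of all filtered genes was measured as squared distances between the 12 seedlings after DESeq2's variance stabilizing transformation. Family accounted for 27.8% of it, against a mean of 18.2% over the 5775 possible groupings of the seedlings into 3 sets of 4 (exact permutation test, one-sided, p = 0.00468). Extraction day, taken alone, accounted for 27.3%, with the same mean over 13860 groupings (exact permutation test, one-sided, p = 0.0182). Treatment accounted for 6.41%, against a mean of 9.09% over 462 groupings (exact permutation test, one-sided, p = 0.894). These groupings leave the pairs out of account. Among the 32 splits that swap treatment within pairs, the real one included, the share lay between 5.09% and 8.21%, and 19 splits had a share as large as treatment. Since each family was extracted on 2 of the 3 days, the shares of family and day overlap. Without LAY-15, the alternative that moved it most, the share of family was 19.8% (exact permutation test, p = 0.0286, the smallest p that 35 groupings allow). It was 24.2% without HV-11 and 22.6% without YORK-09 (exact permutation test, p = 0.0571 in each), and the mean over the groupings was 14.3% in each of these settings.

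The first component of a PCA of all filtered genes held 29.8% of the variance and the second 12.5%. LAY-15-30 lay at 136.5 and LAY-15-34 at 76.5 on the first component, and the other 10 seedlings lay between -50.6 and 10.4. The nearest seedling belonged to the same family for 6 of 12 seedlings and to the same treatment for 5 of 12. The mean distance was 130.8 over the 18 pairs of seedlings of the same family and 141.3 over the 48 pairs of different families. In a PCA of the 23 genes with the smallest p-values between treatments, the first component held 63.6% of the variance and set all treated seedlings apart from all controls, with a gap of 0.348 of the range. In a PCA of the 23 genes that Figure 4 lists, it held 64.3%, and the gap was 0.220 of the range. When treatment was swapped within pairs and the 23 genes with the smallest p-values were chosen anew, the first component set the groups apart in 28 of the 32 splits.

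**Figure D2:**
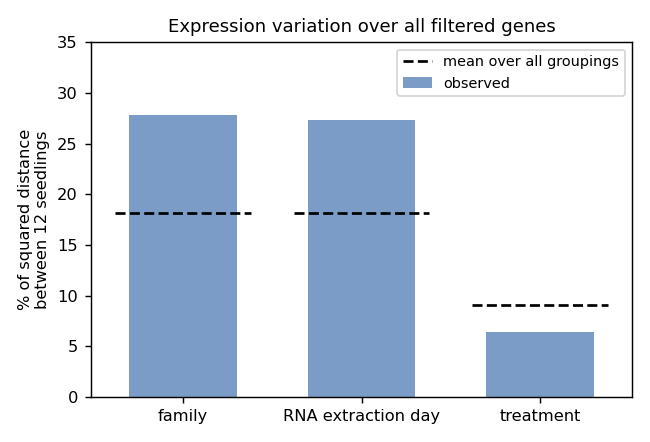
Share of the squared distances between 12 seedlings that family, RNA extraction day and treatment each account for, in percent. Bars give the observed share and dashed lines the mean over all groupings of the same sizes, which the bars of family (27.8%) and day (27.3%) exceed and the bar of treatment (6.41%) does not.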

A PCA of genes differentially expressed under demethylation treatment shows that samples cluster primarily by treatment (Figure S5a) while a PCA of gene expression across all genes shows samples loosely clustering by family (Figure S5b).

**Figure 4:**
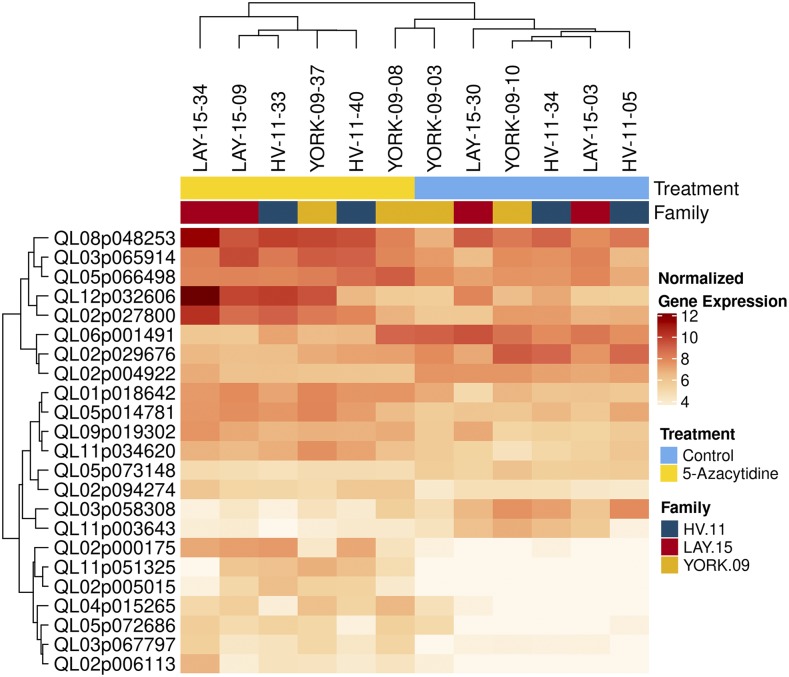
Heatmap of gene expression for the genes that were differentially expressed between *Quercus lobata* seedlings treated with demethylating agent 5-Azacytidine (n = 6) *vs.* control (n = 6). Cells show the normalized gene expression for a given gene and individual (darker colors are more highly expressed). Both samples and genes are clustered by similarity in gene expression (using the “complete” method of the hclust function in R).

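All 23 genes listed in Figure 4 passed the filter on low counts and changed in the figure's direction, and their ranks by edgeR's p-value ran from 1 to 64, with 19 of them among the first 23. Their unadjusted p-values from edgeR ran from 3.28e-05 to 0.00626. With p-values adjusted over the list alone, 23 of 23 were under 0.05 with edgeR, and 0 of 23 when adjusted over every gene tested. The list was chosen on these same seedlings, so the first count is not independent evidence. The same holds for the directions and ranks of its genes and for their agreement over pairs. Treated and control seedlings of the same pair differed in the figure's direction in 6 of 6 pairs for 20 genes and in 5 of 6 pairs for 3 genes. For 5 genes, every seedling of one treatment had 3 counts or fewer. The other 18 genes had absolute log2 fold changes between 0.91 and 5.28. For 9 of the 23 genes, the treated seedlings did not overlap with the controls. Over all tested genes, 20 showed no overlap, and when treatment was swapped within pairs this number lay between 9 and 80, with a median of 21. If the pairs are left out of account, chance gives 0.216%, or 51.5 genes. From the genes in Figure 4, called with DESeq2 at an adjusted p-value under 0.05, the paper concludes that expression differed between demethylated and control seedlings.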

Families responded to the demethylation treatment differently. 

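The difference between families was tested by itself, as the treatment by family interaction, with family and extraction day as covariates. The interaction had an adjusted p-value under 0.05 for 0 genes with edgeR and an unadjusted p-value under 0.05 for 870 genes, and the smallest adjusted p-value was 0.865. In 5 alternative edgeR fits the smallest adjusted p-value lay between 0.588 and 1.00, with 0 genes called and 690 to 1011 genes at an unadjusted p-value under 0.05. The likelihood ratio test of DESeq2 called 256 genes, with 1518 genes at an unadjusted p-value under 0.05.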

When families were analyzed separately, 93 genes were differentially expressed in the demethylation treatment for HV seedlings (44 up, 49 down), 140 genes in LAY (80 up, 60 down), and 135 genes in YORK (63 up, 72 down). Few of these genes were upregulated or downregulated in more than one family (nine were upregulated in two families, and four were downregulated in two families).

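Within each family, 2 treated seedlings were compared with 2 controls. With edgeR, 0 genes had an adjusted p-value under 0.05 in each family. An unadjusted p-value under 0.05 was found for 603 genes in HV-11 (344 higher and 259 lower in treated seedlings), 633 in LAY-15 (356 higher and 277 lower) and 912 in YORK-09 (415 higher and 497 lower). The smallest adjusted p-values from edgeR were 0.714, 1.00 and 0.775, and over 18 alternative edgeR fits they lay between 0.117 and 1.00, with 0 genes called. DESeq2, fitted to the 4 seedlings of a family, called 130 genes in HV-11 (70 higher and 60 lower), 101 in LAY-15 (56 higher and 45 lower) and 176 in YORK-09 (66 higher and 110 lower). With extraction day as a block, which pairs the seedlings, DESeq2 called 100, 206 and 173 genes. In counts simulated for the 4 seedlings of HV-11 with no changed gene, DESeq2 called 221 genes. With 200 genes changed 16-fold, it called 143 of these and 244 unchanged genes. In the same counts edgeR called 0 genes, with 1248 at an unadjusted p-value under 0.05. Only the library sizes of these single draws were those of HV-11. Their means and dispersions came from all families, so differences between families entered as noise. The 221 genes thus do not give the number of false calls among the real 130. The 0 calls of edgeR likewise do not measure its power at the dispersions of HV-11.

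The genes with the smallest p-values in a family were near 0 counts in one treatment. Where that treatment had up to 3 counts, the lower bound does not allow for counting error. The first gene by p-value that rose in HV-11 had 460 to 658 counts in treated seedlings and at most 3 in controls, at least 199-fold higher, and 7 of the 8 seedlings of the other families had more than 3 counts, up to 28050. The first gene that fell in HV-11 had 703 to 733 counts in controls and at most 1 in treated seedlings, at least 223-fold lower, and 3 of the 8 other seedlings had more than 3 counts. In LAY-15, the first gene that rose had 201 to 259 counts in treated seedlings and 0 in controls, at least 79.9-fold higher, and 4 of the 8 other seedlings had more than 3 counts. The first that fell had 310 to 496 counts in controls and 1 in each treated seedling, at least 128-fold lower, and 0 of the 8 other seedlings had more than 3 counts. The first gene that rose in YORK-09 had 259 to 264 counts in treated seedlings and at most 3 in controls, at least 83.0-fold higher, and 3 of the 8 other seedlings had more than 3 counts. The first that fell had 2026 to 2055 counts in controls and 2 to 5 in treated seedlings, and 7 of the 8 other seedlings had more than 3 counts. DESeq2 called these 6 genes from the 4 seedlings of their family, and 3 of the 6 in a single fit over all 12 seedlings with extraction day, chosen after seeing the data.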

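Since edgeR called 0 genes within each family (333 to 1181 genes at an unadjusted p-value under 0.05 over its alternative fits), its calls gave no overlap between families. Among the genes DESeq2 called from the 4 seedlings of each family, 3 were higher and 4 were lower in treated seedlings of 2 families. These 7 genes compare with 1.11 expected for independent lists of the same sizes. Another 10 genes were higher in treated seedlings of one family and lower in those of another, with 1.15 expected. With extraction day as a block, 14 genes changed in the same direction in 2 families (9 higher and 5 lower), with 1.49 expected, and 9 in opposite directions, with 1.60 expected. In each of these fits, 0 genes were called in all 3 families.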

Gene ontology enrichment analysis identified terms that were overrepresented in genes that were upregulated and downregulated in seedlings treated with 5-Azacytidine (Table S3), although many of the overrepresented terms were based on only one or two DE genes due to the low number of annotated DE genes and thus caution is warranted in their interpretation. Upregulated genes were enriched for eight terms, including “transferase activity, transferring acyl groups” and “plant-type secondary cell wall biogenesis”. Downregulated genes were enriched for ten terms, including “ATP synthesis coupled proton transport,” “protein transport,” and “membrane.” We also observed enrichment of GO terms for DE genes within 2/3 sampled families, including terms involved in “lignin catabolic process”, “translation”, “jasmonic acid biosynthetic process”, “RNA 3`-end processing”, and “RNA polyadenylation” (Table S3).

### Effects of 5-Azacytidine on soil microbiome

We did not find any significant differences in the alpha diversity or community composition of the soil microbiome for samples treated with 5-Azacytidine *vs.* controls for either 16S (bacteria and archaea) or ITS (fungi) primers (*P* > 0.05 for all tests, Figure S6, Figure S7, Figure S8), but we caution this result might be due to limited sample size. For 16S, but not ITS, our sample sizes were sufficient to detect significant differences in community composition among seedling localities for the Bray-Curtis (*P* = 0.007), Jaccard (*P* = 0.003), and Chao estimators (*P* = 0.022, Figure S7).

## Discussion

Overall, demethylation of DNA, induced by the foliar application of 5-Azacytidine, was associated with several changes in growth and patterns of gene expression of 5-month old *Q. lobata* seedlings. The seedlings treated with the 5-Azacytidine showed signs of reduced growth, suggesting that developmental processes may have been disrupted by demethylation. This disruption may have been caused by genes that were differentially expressed between treated and untreated seedlings, consistent with the notion that methylation is associated with gene regulation.

Overall, 5-Azayctidine was effective at reducing genome-wide methylation levels on ∼5 month old *Quercus lobata* seedlings, with a magnitude similar to previous studies. Puy *et al.* (2017) observed a 21% relative reduction in overall genome-wide DNA methylation, while in this study we observed a 19.4% (6.7–43.2% depending on sequence context) average relative reduction in DNA methylation. Similar to Griffin *et al.* (2016), we also found that CG methylation showed lower levels of relative reduction than CHH methylation following 5-Azacytidine treatment. While many previous studies have confirmed the demethylating effects of 5-Azacytidine (Burn *et al.* 1993; Fieldes *et al.* 2005; Griffin *et al.* 2016; Tatra *et al.* 2000), to our knowledge, ours is the first study to show that foliar application of 5-Azacytidine is effective at reducing genome-wide DNA methylation on seedlings > 2 months old, and seedlings of a woody species. Our results open up the possibility of using experimental demethylation in combination with temperature or drought treatments to improve our understanding of the contribution of DNA methylation to tree response to environmental change (Bräutigam *et al.* 2013). However, the broad-scale, genome-wide reduction in DNA methylation caused by 5-Azacytidine prevents a deeper mechanistic insight into how DNA methylation at specific genomic regions or contexts is linked to particular phenotypic or gene expression changes, which could be addressed through the continued development of targeted demethylation approaches that are designed to remove methylation at specific regions of the genome (Gallego-Bartolomé *et al.* 2018).

The association of 5-Azacytidine treatment with reduced growth has been observed in studies with the application during seed germination, potentially due to a disruption of root development (Bossdorf *et al.* 2010; Kanchanaketu and Hongtrakul 2015; Pecinka and Liu 2014; Puy *et al.* 2017). However, with foliar application of 5-Azacytidine, Puy *et al.* (2017) did not observe a reduction in growth for *Taraxacum brevicorniculatum*, which is in contrast to our study where we observed a 50% reduction in new growth. Whether the reduced growth that we observed is due to species-specific responses to foliar application of 5-Azacytidine, or to the way we stimulated new growth by pruning seedlings, is unknown and more studies are needed to assess the growth consequences of foliar application of 5-Azacytidine across species.

Fluctuating asymmetry in leaves is one potential effect of 5-Azacytidine treatment because deviations from bilateral symmetry are commonly associated with developmental perturbations and plant stress (Palmer and Strobeck 1986; Viscosi 2015) and DNA methylation has been a proposed as a potential factor in leaf morphology (Herrera and Bazaga 2013). However, differences in fluctuating asymmetry associated with treatment by 5-Azacytidine were not statistically significant and were weaker than differences in fluctuating asymmetry across families, suggesting the natural amount of variation in fluctuating asymmetry across families and populations may swamp potential effects caused by 5-Azacytidine.

Consistent with some previous studies, we found a slight trend toward upregulation of genes following treatment with 5-Azacytidine, with 17 of the 23 differentially expressed genes across showing higher expression levels in the treatment group. 

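Among the genes with an unadjusted p-value under 0.05 with edgeR, 392 were higher and 274 lower in treated seedlings, so that 58.9% were higher (95% Wilson confidence interval 55.1% to 62.5%, which treats genes as independent). These 666 genes were fewer than the 1047 that edgeR gave at this threshold in counts simulated with no changed gene. The share depended on single seedlings: it was 46.2% without HV-11-40, 50.1% without HV-11-05, 50.7% without LAY-15-30 and 64.6% without HV-11-34. The higher and lower genes numbered 388 and 451 without HV-11-40, and 427 and 425 without HV-11-05. They numbered 455 and 443 without LAY-15-30, and 448 and 245 without HV-11-34. The smaller shares without HV-11-40, HV-11-05 and LAY-15-30 thus came mainly from more lower genes. Among the seedlings extracted on day 19 alone 79.5% of such genes were higher in treated seedlings, and among those extracted on day 30 alone 45.7% were.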

In plants, DNA methylation in the promoter region of genes can inhibit transcription and demethylation can lead to the reactivation of silenced genes (Baubec *et al.* 2014; Burn *et al.* 1993; Griffin *et al.* 2016). Griffin *et al.* (2016) found that upregulated genes following application of 5-Azacytidine were enriched for transposable elements, which is consistent with the observation that DNA methylation is commonly associated with the silencing of transposons (Law and Jacobsen 2010). However, a non-trivial number of genes are often found to be down-regulated following DNA demethylation, which highlights the varied effects of DNA methylation on transcriptional regulation (Griffin *et al.* 2016; Harris *et al.* 2018). Because we did not obtain whole methylome sequences for all the seedlings, we are unable to address whether the demethylated regions overlapped with transposons. A potential explanation for the growth differences we observed in treated seedlings is that the expression and mobilization of transposable elements following demethylation shaped differences in the amount of new growth. This mechanism has been proposed by others (Bossdorf *et al.* 2010; Cheng *et al.* 2004; Johannes *et al.* 2009; Kanchanaketu and Hongtrakul 2015) and deserves further study

In our study, low amount of differentially expressed genes between demethylated and control seedlings was surprising given the large observed differences in growth. 

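The biological coefficient of variation, from edgeR's common dispersion, was 0.683 over all families, with treatment and extraction day in the model. Within families, with treatment alone, it was 0.627 in HV-11, 0.741 in LAY-15 and 0.620 in YORK-09. The first value includes differences between families and the others include those between days, so they are not directly comparable. Counts were simulated with the means, dispersions and library sizes of the real seedlings and 200 genes changed by a known fold. With all 12 seedlings, edgeR called 0% of the genes changed 2-fold (1096 genes at an unadjusted p-value under 0.05), 29.5% of those changed 4-fold, 62.5% of those changed 8-fold and 73.5% of those changed 16-fold. It called between 0 and 9 unchanged genes in these runs. DESeq2 called 18% of the genes changed 2-fold and 58% of those changed 4-fold, along with 51 and 94 unchanged genes. It called 81% of those changed 8-fold and 88% of those changed 16-fold, along with 96 and 94 unchanged genes.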

The low amount of differentially expressed genes may be due in part to the demethylation treatment not being severe enough to cause detectable changes in gene expression, or because population- or family-specific gene expression responses in valley oak would reduce the limit the number of genes differentially regulated across all samples (Mead *et al.* 2019). Additionally, a mismatch between the timing of sampling for gene expression (*e.g.*, at the end of the experiment) and gene expression impacts on phenotypic development, which could occur early in leaf and stem formation, would reduce the power to detect differentially expressed genes that impact growth. 

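The log2 fold changes of the 3 families from edgeR were compared across genes, which are not independent replicates. Pearson's r was 0.0841 between HV-11 and LAY-15, 0.0103 between HV-11 and YORK-09 and -0.0672 between LAY-15 and YORK-09. Treatment was then swapped within the pair of the earlier extraction day, in 1 or both families. This gave r between 0.0504 and 0.0785 for HV-11 and LAY-15, and between -0.0754 and 0.0599 for HV-11 and YORK-09. For LAY-15 and YORK-09 it gave r between -0.00900 and 0.0995. Swapping the other pair of a family instead mirrors the split and reverses the sign of r. The sign of these swapped values is thus arbitrary, and -0.0672 between LAY-15 and YORK-09 lies within what swaps give. With the real treatments, the sign of the fold change was shared by 51.4%, 52.4% and 42.1% of genes. In the upper 50% of genes by mean expression, r between HV-11 and YORK-09 was 0.102, the largest shift among the alternatives.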

Obtaining samples across the duration of the study in addition to increasing the overall number of samples would likely permit a more comprehensive and powerful analysis of the functional roles of genes responding to 5-Azacytidine treatment.

## Conclusions

Resolving the connections between DNA methylation, phenotypic variation, growth, and gene expression in plants is crucial to understanding the role of epigenetic modifications in natural selection and plant response to rapid environmental change. We found that application of 5-Azacytidine led to overall genome-wide reductions in DNA methylation across all sequence contexts and was associated with phenotypic changes and differential gene expression in an ecologically important, non-model woody species. We also confirmed that these changes did not seem to be associated with changes in the soil microbiome, though increased sampling in future studies may reveal a role for the soil microbiome in mediating phenotypic responses to demethylation. Though limited in terms of sample size and breadth of phenotypic measurements, our findings provide support for the involvement of DNA methylation in shaping variation in phenotype and gene expression. Further studies, potentially with targeted demethylation approaches in combination with drought and temperature treatments, are needed to further build the mechanistic links between DNA methylation, phenotype, and gene expression to resolve the role of DNA methylation in plant adaptation to the environment and response to environmental change.

How the deposited data were processed for this re-analysis (not part of the article)

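Leaf RNA of 12 valley oak seedlings was measured by RNA-seq, with 6 control seedlings and 6 treated with 5-Azacytidine, 2 of each in the families HV-11, LAY-15 and YORK-09. The labels give each seedling's family, treatment and RNA extraction day. The deposited table holds whole-number read counts per gene, 1 column per seedling, which the authors made by trimming reads with Cutadapt, aligning them to the Quercus lobata genome with STAR, removing multi-mapping reads with Samtools and platform duplicates found with Picard, and counting reads per gene with htseq-count. The authors applied no normalization to these counts. The paper's text names neither the strand option nor the annotation version of the count. The totals differed between seedlings, and between any 2 seedlings the counts differed far beyond sampling noise (chi-square per degree of freedom 31.5 to 183 over 66 pairs), so no column repeats another. All columns were used.

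From the counts, genes were filtered with filterByExpr (minimum count 10, minimum total count 15, groups of family by treatment), and libraries were normalized by TMM. Tests were run in R 4.3.3 with edgeR 4.0.16 (glmQLFit and glmQLFTest) as the main tool and DESeq2 1.42.0 as the alternative, with Benjamini-Hochberg adjusted p-values under 0.05 counted as calls. The tests over all families had RNA extraction day as a covariate, after the model in the methods. The tests within a family used its 4 seedlings and no covariate, since the paper's text does not name the covariates of those models. The interaction test had family and extraction day as covariates. Fitted log2 fold changes used edgeR's small default prior count, and their standard errors are approximations from the test statistic. An adjusted p-value that DESeq2 left empty was not counted as a call.

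Each pair of a control and a treated seedling shared a family and an extraction day, as the labels give them. The deviations of the seedlings from the means of their treatment had a mean correlation of 0.221 within pairs, 0.0548 between control and treated seedlings of the same family extracted on different days, and -0.0671 between those of different families, and the 6 pairs ran from 0.0436 to 0.499. The pairs were used as a block in alternative fits and for the splits that swap treatment within pairs.

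The distances between seedlings, the PCA and the shares of variation used DESeq2's variance stabilizing transformation. The shares were tested by exact permutation over all groupings of the same sizes. The overlap of calls between families was compared with the number expected for independent lists. A gene was counted as detected only in one treatment when 2 or more of its seedlings had at least 10 counts and all seedlings of the other treatment had 0. The totals ran from 9926728 to 11570198 counts per seedling, and a treatment with 3 counts or fewer in each seedling was taken as the limit of detection.

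The genes named were chosen by a rule set before the data were examined: the 2 genes that rose and the 2 that fell with the smallest p-values over all families, the 1 that rose and the 1 that fell in each family, and every gene of Figure 4 whose direction was opposite to the figure's, of which there were 0. The table does not pair identifiers with names, so the 4 identifiers of the comparison over all families are given and the genes of the single families are described without theirs. The scripts were tested on simulated data drawn from the real means, dispersions and library sizes, with 200 changed genes. Each setting was a single draw. Where counts were simulated for HV-11, the library sizes were those of its seedlings, and the means and dispersions came from all families. With edgeR over all families, 200 of the 200 genes changed 16-fold and 185 of those changed 2-fold had the right sign, with median absolute log2 fold changes of 3.99 and 0.99. With the 4 seedlings of HV-11, 198 and 172 had it, with medians of 3.91 and 1.13.

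The alternatives set before the data were examined were median-ratio size factors, DESeq2, no filter on low counts, a literal CPM filter, no extraction day, family with extraction day, the pairs as a block, the seedlings of day 19 or day 30 alone, each seedling left out in turn, a single fit for the 3 families, a filter within each family, log2 CPM in place of the variance stabilizing transformation, the 500 most variable genes, and each family left out in turn. Calls were also counted in 100 random splits of the seedlings, in the 32 splits that swap treatment within pairs and in the 3 splits of each family's 4 seedlings. Figures were drawn with matplotlib 3.10.9. The paper's methylation, growth, leaf asymmetry and soil microbiome measurements are available from other repositories that the paper names, and were not analysed here. Gene ontology terms were not analysed here, since the identifiers could not be joined to the gene table.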

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

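The comparison of extraction days on the first component and the fits and tests without LAY-15-30 were chosen after the result was seen, and the other tests in this part were set before. In 22 groups of 6 seedlings, the gap between the most extreme seedling and the next, divided by the range, was compared with Dixon's 95% critical value. It was exceeded in 3 groups, where chance gives 1.1.

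The control seedling LAY-15-30 lay apart from the other 5 controls on the first principal component of all filtered genes, at 136.5 where the next control lay at -12.1, a gap of 0.794 of the range. Its mean distance to the other seedlings was 184.7, where the next control had 141.2, a gap of 0.770 of the range. It had 462 genes over 4-fold above and 460 over 4-fold below every other seedling, where no other seedling had more than 74 and 50. Library size argues little for this: its total of 9957359 counts lies inside the range of the others, and with every library thinned to the smallest total the gap was still 0.793 of the range. A few genes taking most of the counts are also argued against, since the gap was 0.793 without the 29 genes among the 10 most counted of any library. An RNA extraction day effect shared by the families would shift HV-11 as far as LAY-15, but the shift between days 19 and 30 on the first component was 23.7 in HV-11 and 112 in LAY-15. The nearest seedling to LAY-15-30 was LAY-15-34, its treated pair, which lay at 76.5, so treatment alone does not account for the position. A difference of the seedlings' state at sampling, RNA from another tissue or organism, and an effect of day 19 on LAY-15 alone stay open and were not tested. Without LAY-15-30, a setting chosen after seeing the data, treatment accounted for 9.79% of the variation (exact permutation test, p = 0.446), family for 27.2% and day for 26.4%, and the DESeq2 calls over all families rose from 23 to 55.

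The treated seedling LAY-15-34 had 10.2 CPM of QL02p004922, where the next treated seedling had 5.87, a gap of 0.785 of the range. All 6 controls lay above it. Without LAY-15-34, the log2 fold change of QL02p004922 was -1.39 in place of -1.23. No technical or biological explanation was tested for this value, and 1 such gap among 22 groups is what chance gives.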

How the results depend on the processing

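All alternatives were set before the data were examined except those named as added, and 121 of 181 alternative values of the comparisons kept their direction and their side of the threshold or stayed within the spread. Of these, 18 are calls of edgeR fits of 4 seedlings, within families or of day 19, and are not taken as evidence of stability. In counts simulated for the 4 seedlings of HV-11, with means and dispersions from all families, edgeR called 0 of 200 genes changed 16-fold. Without these 18 calls, 103 of 163 values were kept. These 103 still include numbers of Figure 4 genes called in edgeR fits over all families. Such numbers were fixed at 0 because the fits called 0 genes, and they add nothing about stability. For calls, the choice of tool made the difference. Each of 20 alternative edgeR fits over all families, 18 within families and 5 of the interaction called 0 genes, with 343 to 1068, 333 to 1181 and 690 to 1011 genes at an unadjusted p-value under 0.05.

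With DESeq2 in place of edgeR, 23 genes were called over all families, and these were the 23 genes of Figure 4. Without extraction day DESeq2 called 26, of which 15 were in Figure 4, and with the pairs as a replicate block it called 61, of which 18 were in Figure 4. In DESeq2 fits that left out 1 seedling, added after the data were seen, it called from 13 (without LAY-15-09) to 61 (without YORK-09-03 or YORK-09-08). With extraction day in the model, leaving out either seedling of day 16 in effect left out that whole pair. Other counts over 1.5 times the 23 calls of all seedlings were 35 without LAY-15-03, 37 without HV-11-34, 55 without LAY-15-30 and 60 without HV-11-40. Within HV-11, LAY-15 and YORK-09, DESeq2 called 130, 101 and 176 genes, 100, 206 and 173 with the replicate block, and 94, 145 and 138 in 1 added fit over all 12 seedlings with extraction day. The genes called in the same direction in 2 families were 7, 14 and 12 in these fits, with 1.11, 1.49 and 0.973 expected, and those called in opposite directions were 10, 9 and 16, with 1.15, 1.60 and 0.986 expected. DESeq2 called 256 genes for the interaction. In simulated counts with no changed gene, DESeq2 called 36 genes and edgeR 0 genes (1047 at an unadjusted p-value under 0.05), which shows a difference between the tools at this sample size.

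The share of genes higher in treated seedlings, 58.9% at an unadjusted p-value under 0.05, was 54.9% without extraction day. It lay between 46.2% and 64.6% when 1 seedling was left out. Without HV-11-40 it reversed to 46.2%, with 388 higher and 451 lower genes in place of 392 and 274. The cause was not tested. Fits of single extraction days gave 79.5% for day 19 and 45.7% for day 30.

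The share of variation of family fell to 24.2% without HV-11 and 22.6% without YORK-09 (exact permutation p = 0.0571 in each), and was 19.8% without LAY-15 (exact permutation p = 0.0286, the smallest possible), with a mean over groupings of 14.3% in each. That of extraction day was 32.7% without LAY-15 (exact permutation p = 0.0952), 19.4% without YORK-09 (p = 0.143) and 51.2% without HV-11 (p = 0.00476). These settings have 8 seedlings and fewer groupings, and the mean share of day over groupings was 28.6% without LAY-15 or HV-11 and 14.3% without YORK-09. The share of treatment had an exact permutation p of 0.446 or more in every setting.

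Genes detected only in treated seedlings numbered 8, with 2 when at least 3 seedlings had to reach the minimum and 4 (without HV-11-33) to 20 (without YORK-09-10) when 1 seedling was left out. Those detected only in controls numbered 13, with 25 at a minimum of 5 counts, 0 when at least 3 seedlings had to reach the minimum, and 7 (without LAY-15-03 or YORK-09-10) to 22 (without LAY-15-09) when 1 seedling was left out. Leaving out a seedling of one treatment removes one of its chances of a count, which by construction raises the number for the other treatment.

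The correlation of fold changes between HV-11 and LAY-15 moved to 0.0997 with a prior count of 2 and 0.0586 in the upper 50% of genes by expression. That between HV-11 and YORK-09 moved to 0.102 in the upper 50%. That between LAY-15 and YORK-09 moved to -0.152 with Spearman's method and -0.140 in the upper 50%. The cause was not tested.

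For the 10 genes named or described, 0 of 217 alternative log2 fold changes reversed, the added DESeq2 fits that left out 1 seedling included. Of these, 125 stayed on the same side of the threshold, 68, each with DESeq2, passed it, and 24 left out 1 of 2 seedlings of a treatment in a family, which gives no test. The 125 include edgeR fits of 4 seedlings, within families or of day 19, which are not taken as evidence of stability. In counts simulated for 4 seedlings, with means and dispersions from all families, edgeR called 0 of 200 genes changed 16-fold. DESeq2 did not call QL03p065914 without extraction day (adjusted p = 0.112), QL05p073148 with the replicate block (0.0626) and in 5 of the 12 added fits (0.0603 to 0.0762), and 3 of the 6 genes of single families in the added fit over all 12 seedlings (0.560 for the gene that rose in LAY-15, 0.243 and 0.178 for those that rose and fell in YORK-09). QL05p073148 was not among the genes of the literal CPM filter. Depth limits the genes near 0 counts, for which only lower bounds of the fold change can be given.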

Differences from the paper's values

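The paper reports 23 differentially expressed genes over all families, 17 higher and 6 lower in treated seedlings, where edgeR called 0, with 666 genes at an unadjusted p-value under 0.05. Among the alternatives set before the data were examined, DESeq2 with the same model gave 23 genes, 17 higher and 6 lower, and all 23 are those of Figure 4. DESeq2 is the tool the paper's methods name. DESeq2 without extraction day gave 26 genes, 17 higher and 9 lower, which is also within 1.5 times the paper's values, while 61 genes with the pairs as a block, 47 higher and 14 lower, were not. None of the 20 alternative edgeR fits closed the gap. Among the DESeq2 fits that left out 1 seedling, chosen after seeing the values, those without HV-11-05 (33), HV-11-33 (33), LAY-15-34 (29), YORK-09-10 (19) and YORK-09-37 (22) were within 1.5 times the paper's total of 23. In this order, the higher and lower genes were 17 and 16, 16 and 17, 16 and 13, 14 and 5, and 15 and 7. The lower genes without HV-11-05, HV-11-33 or LAY-15-34 were thus over 1.5 times the paper's 6, and the excess of higher genes was small or absent.

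Within families, edgeR called 0 genes in each, with 603, 633 and 912 genes at an unadjusted p-value under 0.05, where the paper reports 93 genes in HV-11 (44 up, 49 down), 140 in LAY-15 (80 up, 60 down) and 135 in YORK-09 (63 up, 72 down). No alternative with edgeR closed these gaps. DESeq2 on the 4 seedlings of a family gave 130 genes in HV-11 (70 higher, 60 lower), 101 in LAY-15 (56 higher, 45 lower) and 176 in YORK-09 (66 higher, 110 lower). These are within 1.5 times the paper's values except for the 70 higher genes in HV-11 and the 110 lower genes in YORK-09. With extraction day as a block, DESeq2 gave 100 genes in HV-11 (48 higher, 52 lower), 206 in LAY-15 (133 higher, 73 lower) and 173 in YORK-09 (66 higher, 107 lower), within the same factor except for the 133 higher genes in LAY-15. A single DESeq2 fit over all 12 seedlings with extraction day, chosen after seeing the values, gave 94 genes in HV-11 (44 higher, 50 lower), 145 in LAY-15 (84 higher, 61 lower) and 138 in YORK-09 (64 higher, 74 lower).

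The paper reports 9 genes upregulated and 4 downregulated in a pair of families, where the calls of edgeR gave 0 and 0. DESeq2 on the 4 seedlings of a family gave 3 and 4, of which the second is within 1.5 times the paper's value. DESeq2 with extraction day as a block gave 9 and 5, both within it, and the single DESeq2 fit over all seedlings, chosen after seeing the values, gave 9 and 3. No alternative with edgeR closed these gaps.

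The paper states that families responded differently to the treatment. The interaction of treatment and family had an adjusted p-value under 0.05 for 0 genes with edgeR, with 870 genes at an unadjusted p-value under 0.05, and for 256 genes with DESeq2.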

Other observations

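The tests on simulated counts, on the splits that cross treatment with extraction day and on genes near 0 counts were chosen after the results were seen, and the other tests in this part were set before the data were examined.

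Treatment was swapped within the 6 pairs in every possible way, which gives 32 splits with the real one included. DESeq2 called as many genes as in the real split in 15 of the 32 splits, with a range of 5 to 176 and a median of 22, and at most 8 genes of Figure 4 were called in another split. In counts simulated with no changed gene, DESeq2 called 36 genes. The 23 calls may therefore reflect chance differences between seedlings, which both tests leave open. A difference due to treatment in some of these genes stays open too, since the 23 genes changed in the same direction in 5 or 6 of the 6 pairs but were also chosen for their change. With edgeR, 2 of the 32 splits gave 1 call each, and the real split gave 0, with 666 genes at an unadjusted p-value under 0.05.

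As many genes at an unadjusted p-value under 0.05 with edgeR as in the real split were found in 19 of the 32 splits within pairs (399 to 1646, median 728.5), and in 85 of 100 random splits of the 12 seedlings, the real one included in both sets (340 to 3406, median 960.5). The random splits also place seedlings of one pair in the same group, so differences between pairs enter them. As large a share of such genes in one direction as the real 58.9% was found in 9 of the 32 splits, which ran from 50% to 67.4%. As wide a gap on the first component of the 23 genes with the smallest p-values was found in 8 of the 32 splits, which ran from -0.190 to 0.549 of the range. Chance differences between seedlings could give values as large as each of these, and a treatment effect of the same size is not excluded.

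At a minimum of 10 counts in 2 or more seedlings, 8 genes were detected only in treated and 13 only in control seedlings. Of the 32 splits, 30 had as many genes detected only in one of their groups. The sum over both groups was 21 in the real split and between 22 and 38 in the others. Without YORK-09-10, 20 genes were detected only in treated seedlings and 7 only in controls, and without LAY-15-09, 7 and 22.

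Within families, the 4 seedlings were also split across treatment and extraction day, with the control of one day and the treated seedling of the other in each group. In a single DESeq2 fit over all 12 seedlings with extraction day, chosen after seeing the data, this crossed split gave 418 genes in HV-11, 117 in LAY-15 and 100 in YORK-09, where the treatment split gave 94, 145 and 138. Differences between seedlings unrelated to treatment are consistent with these counts, since the crossed counts are higher in HV-11 and less than 1.5 times lower in the other families. A split of each family by extraction day gave 443, 1587 and 579 genes with DESeq2 on the 4 seedlings, more than the 130, 101 and 176 of treatment. With extraction day as a block, treatment gave 100, 206 and 173 genes. Each of these splits gave 0 genes with edgeR on the 4 seedlings, with 399 to 3073 genes at an unadjusted p-value under 0.05. It also called 0 of 200 genes changed 16-fold in counts simulated for 4 seedlings, with means and dispersions from all families.

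Among the genes called within families in the single DESeq2 fit, 107 had 3 counts or fewer in both seedlings of one treatment, where the crossed splits gave 148 such genes. By family these were 45 against 62 in HV-11, 33 against 47 in LAY-15 and 29 against 39 in YORK-09. In the DESeq2 fits of the 4 seedlings of a family they were 59 against 84, 28 against 39 and 67 against 60. The lists differ in length. As a share of the genes called in the single fit they were 47.9% against 14.8% in HV-11, 22.8% against 40.2% in LAY-15 and 21.0% against 39% in YORK-09. The larger share in the single fit was on the side of treatment in HV-11 only. In the fits of 4 seedlings the shares were 45.4% against 13.8%, 27.7% against 46.4% and 38.1% against 37.3%. There the share of treatment was larger in HV-11 and, by little, in YORK-09. Transcripts present in some seedlings and absent in others whatever their treatment are a candidate explanation. An effect of treatment on part of these genes stays open, and genetic differences between half-siblings stay open and were not tested.

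Extraction day accounted for 27.3% of the variation in expression. When days were rearranged within families, 2 of 216 arrangements accounted for as much (exact permutation p = 0.00926), which argues against the family composition of the days as the whole cause. Without LAY-15, 6 of 36 arrangements did (exact permutation p = 0.167), without YORK-09 4 of 36 (p = 0.111) and without HV-11 1 of 36 (p = 0.0278, the smallest p possible). An effect of the extraction and a difference between the seedlings taken on each day stay open, since day is shared by both.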
